A study of Saccharomyces cerevisiae with 12 samples.

How the data were processed

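Gene expression was measured by sequencing polyA RNA from the budding yeast Saccharomyces cerevisiae. All 12 libraries came from 1 strain, labelled Sis1-AA, grown in rich YPD medium. Sis1 is a J-domain protein, a partner of the Hsp70 chaperones. In the anchor-away method rapamycin ties a tagged nuclear protein to an abundant anchor protein, which carries it out of the nucleus. In 1 course cells were moved to 39 °C, and in the other 1 µM rapamycin was added. Each course had 1 untreated library (time 0) and 1 library after 15, 30, 60, 90 and 120 min. No time point was replicated.

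RNA was extracted with phenol and chloroform and libraries were made with an NEBNext Ultra kit, per the labels' protocols. The aligner, counting tool, genome build, annotation, strand use and normalization method are not stated in the labels or the file header. The authors deposited 1 table of 5045 genes by 12 libraries, whose values are a signal described as normalized gene counts, per the file headers. They are not whole numbers and their column totals differ. Within each library every value was a whole multiple of 1 step, which is what 1 read is worth after division by 1 size factor. All values (100.0%) gave a whole number of reads within 0.05 read. The step ranged from 0.8133 to 1.4261 between libraries. The size factors so implied were 0.9702 to 1.0296 times the median-of-ratios factors computed from the recovered reads. The reads assigned to listed genes numbered 2991418 to 4379304 per library, and 48 to 64 genes had no read. A count of 3 reads, the limit that a count of 0 allows, equals 2.44 to 4.28 in the table's unit; these limits cover counting error only. Of the systematic names, 5023 were found in the RefSeq annotation of assembly R64 and 22 were not. That annotation was used only for names, overlaps, GC content and length, and no coordinates are given because the authors' build is not stated. A further 1005 protein-coding genes of that annotation were not analysed here.

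The values were compared as log2(value + 1), so the change of a gene with few reads is understated. Genes with a mean of at least 10 over the 12 libraries were tested (4937 genes, with 108 left out). One limma fit covered all 12 libraries, with eBayes and a mean-variance trend (limma 3.58.1, R 4.3.3). It held an intercept for each course, set by its own time 0, a step from time 0 to the treated libraries, and a slope in log2(time) centred over the 5 treated times. The step is the mean log2 change of a course, and the slope is its change per doubling of time between 15 and 120 min. The contrasts were each course's step and slope and the differences between the courses. The contrast between the slopes was added after the data were seen. The fit had 6 residual degrees of freedom and 4.29 prior ones. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. The residual is pooled over both courses and measures how far the 5 treated libraries of each depart from a straight line in log2(time). Each gene thus has the same standard error for its mean change in both courses. A curved response in 1 course widens that error in the other and can cost it calls. The residual does not measure the spread between cultures, and each course rests on 1 untreated library. The p-values therefore describe these 12 libraries and carry no replicate check of the conditions. Standard errors (SE) come from the same fit. The 2 untreated libraries gave the one comparison of unperturbed cells, with an SD of 0.33 over genes in their log2 difference.

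Gene lists were tested with fry in limma, with adjustment over the 8 lists written beforehand. These were 22 Hsf1 targets, 28 Msn2/4 targets, 137 ribosomal protein genes, 56 ribosome biogenesis genes, 32 proteasome genes, 19 nitrogen catabolite genes, 11 unfolded protein response genes and 8 reference genes, of which 7 were listed. Lists added after the data were seen were the 42 genes that open the table, 28 iron regulon genes, the Hsf1 list without SIS1 and the unfolded protein response list without KAR2. They were adjusted as a separate family. The median change of a list in each library was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description only. Changes of single libraries have no test.

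The genes named were fixed by a rule written beforehand. It takes SIS1, FPR1, TOR1 and RPL13A first. For each course it takes the 5 largest mean rises and 5 largest mean falls among called genes with a mean of at least 50 that moved the same way at all 5 times. It adds HSP104, SSA4, HSP82, HSP42, BTN2, HSP12, CTT1, HSP26, TPS2, RPN4, PDR5, CIT2, GAP1 and ACT1, and the 5 largest differences between the courses in each direction. No named gene overlapped another gene of the R64 annotation, which gives no untranslated regions for them. Reads of near-identical pairs (SSA1 and SSA2, HSP82 and HSC82, ribosomal protein pairs such as RPL13A and RPL13B) can be split or shared by the counting, so their values are uncertain.

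The fit was tested on simulated reads in which genes changed by 1 on the log2 scale. In the heat shock course it recovered 164 of 199 changed genes (82.4%) with 10 false calls over 4895 genes. In the rapamycin course it recovered 157 of 198 (79.3%) with 6 false calls over 4896 genes. These simulated reads scatter about a straight line, so the test does not cover departures in time or between cultures.

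Alternatives fixed before the data were examined were other pseudocounts, filters and scalings, a shared time 0, a slope in minutes, a spline, other eBayes settings, a minimum change of 1, camera in place of fry, and each treated library left out in turn. Leaving out a library of 1 course keeps the mean changes and trends of the other course. It alters their tests only through the residual that both courses share. Camera was run with its preset correlation between genes, not one estimated from these data, so it can be lenient for lists whose members move together. Scalings were the table's own, median-of-ratios factors, equal totals and quantile normalization. Count tests on the recovered reads were edgeR's quasi-likelihood test (edgeR 4.0.16) and DESeq2's Wald test (DESeq2 1.42.0). Measuring the list medians of single times against the untreated library of the other course was also fixed beforehand. A fit in which each course takes the untreated library of the other was added after the data were seen. The edgeR test called 3405 genes in the heat shock course, 1331 in the rapamycin course and 2229 for their difference. For genes with 1 to 3 reads in a library, ratios of normalized counts are given with exact (Clopper-Pearson) 95% intervals on the reads. No member of any list had 3 reads or fewer in an untreated library. Tables were prepared with Python 3.11.15 and drawn with matplotlib 3.10.9.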

Results

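The data comprised 12 polyA RNA-seq libraries of the Sis1-AA yeast strain, in 2 time courses of 6 libraries. The heat shock course followed cells moved from 30 to 39 °C. The rapamycin course followed cells given 1 µM rapamycin to deplete Sis1 from the nucleus. Each course had an untreated library and libraries at 15, 30, 60, 90 and 120 min, with 1 library per time point and no replicates. The design asks how the response to losing Sis1 from the nucleus compares with the response to heat. The libraries held 2991418 to 4379304 reads in 5045 listed genes. TDH3 took the largest share of reads in every library, from 0.94% to 2.40%. The 10 most abundant genes took 8.29% and 6.97% of reads in the untreated libraries of the heat shock and rapamycin courses, and 14.46% after 15 min of heat shock. The sum of normalized values was 4266203 in the untreated library and 3048499 at 120 min of heat shock, and 4145739 and 3724972 at the same times of the rapamycin course. Changes are given on the log2(value + 1) scale against the untreated library of the same course.

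SIS1 mRNA (YNL007C) was present in all libraries. Its normalized read count was 670.3 in the untreated heat shock library, 7824 at 15 min and 1456 at 120 min. In the rapamycin course it was 443.0 untreated, 2811 at 15 min, 4197 at 60 min and 3461 at 120 min. Its mean change was 1.80 ± 0.31 (SE) in heat shock and 3.04 ± 0.31 with rapamycin, and the difference of −1.24 ± 0.43 was called (adjusted p 0.000384, 0.0006 and 0.0385 in limma). With the untreated libraries exchanged, which differed by 0.60 in SIS1, the changes were 2.40 and 2.45 and the difference of −0.05 was not called (adjusted p 0.934). The difference also lost its call under 7 of 23 alternatives, which were equal totals (−1.06), quantile normalization (−0.89), the slope in minutes (−1.24) and leaving out the 90 min heat shock library or the 30, 60 or 90 min rapamycin library (−1.25 to −1.18). Depletion acts on the protein, which was not measured here. FPR1 (YNL135C), which encodes the rapamycin-binding protein usually deleted in anchor-away strains, had 0 to 4 reads per library. TOR1 (YJR066W) ranged from 530.2 to 641.8. It was called in neither course, but its heat shock change of 0.04 became 0.32 and was called under equal totals, and its rapamycin change of −0.14 turned to 0.01 under quantile normalization. The usual anchor gene RPL13A (YDL082W) stood at 484.9 and 286.8 in the untreated libraries of the heat shock and rapamycin courses. It was at 101.7 after 15 min of heat shock and at 627.6 after 90 min of rapamycin. Its rise of 1.01 ± 0.25 (SE) with rapamycin had an adjusted p of 0.0158 in limma, and was not called with the slope in minutes. Against the untreated library of the other course the rise was 0.26 and was not called. RPL13A has a near-identical partner, RPL13B, so its counts are uncertain.

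The untreated libraries differed 2-fold or more in 40 of 4937 genes. Heat shock changed 2140 genes by that much at 15 min, 2016 at 30 min, 1719 at 60 min, 1741 at 90 min and 1767 at 120 min. With rapamycin the number was 111 at 15 min, then 219, 433, 596 and 717 at the later times. The alternative that moved any of these counts most was quantile normalization, which gave 19 genes between the untreated libraries. Of the genes changed 2-fold, 45.8%, 45.8% and 44.6% were raised at 60, 90 and 120 min of heat shock. With rapamycin 74.8%, 42.0%, 43.0% and 45.0% were raised at 15, 60, 90 and 120 min. Scaling the libraries to equal totals moved the median of all genes to between −0.09 and 0.39. It raised those shares to 65.4%, 68.0% and 69.7% in heat shock and to 86.1%, 52.0%, 55.9% and 59.7% with rapamycin. Between the untreated libraries 70.0% of such genes were higher in the heat shock course, 56.1% under equal totals and 57.9% under quantile normalization. The log2 changes had SDs over genes of 1.30 to 1.84 in the heat shock libraries and 0.41 to 0.74 in the rapamycin libraries. The difference between untreated libraries had an SD of 0.33. Pearson's correlation across genes was 0.98 between the untreated libraries, 0.48 between untreated and 15 min heat shock, and 0.97 between untreated and 15 min rapamycin. Each treated rapamycin library correlated slightly more with the untreated library of the heat shock course than with its own. The values were 0.978 against 0.973 at 15 min and 0.919 against 0.91 at 120 min. Genes are not independent replicates.

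**Figure D1:**
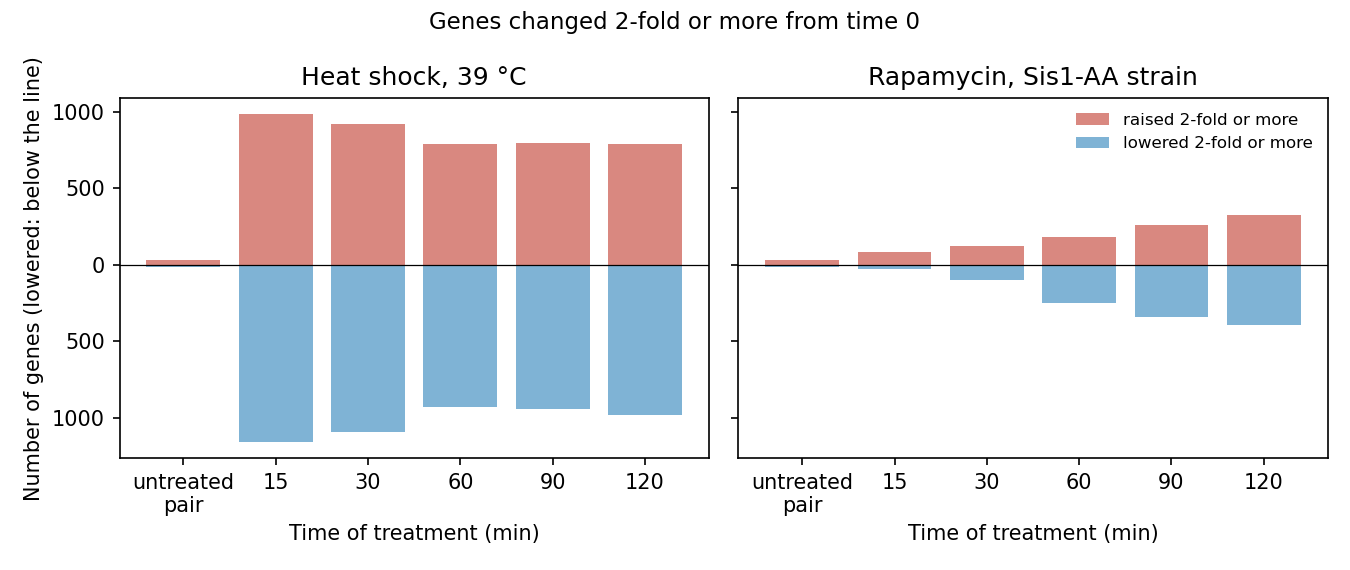
Number of genes (vertical axis) raised or lowered 2-fold or more from time 0 at each time of treatment in minutes (horizontal axis), in 1 library per time point, with lowered genes drawn below the line and the difference between the untreated libraries at the left of each panel. The heat shock course is highest at 15 min with 2140 genes, and the rapamycin course goes from 111 to 717 genes.

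In the heat shock course 3446 of 4937 genes were called changed (69.8%), 1607 higher and 1839 lower. The alternative that moved this count most was a required mean change of at least 1, which left 1816. Under equal totals 3421 genes were called and the share higher went from 46.6% to 60.3%. The largest mean rises under the naming rule were those of SIP18 (YMR175W, 8.02 ± 0.47 SE), HSP12 (YFL014W, 7.90 ± 0.29), HSP26 (YBR072W, 7.61 ± 0.40), DDR2 (YOL052C-A, 7.48 ± 0.21) and TMA10 (YLR327C, 6.89 ± 0.51). The largest mean falls were those of DBP2 (YNL112W, −6.47 ± 0.64), NSR1 (YGR159C, −5.66 ± 0.36), MF(ALPHA)2 (YGL089C, −5.38 ± 0.51), DHR2 (YKL078W, −5.17 ± 0.32) and INA1 (YLR413W, −5.05 ± 0.34). The highest adjusted p among the 10 was 9.51e-06 in limma. The order of the rises depends on the pseudocount. With a pseudocount of 5 that of SIP18 was 6.62, below those of HSP12 (7.87), HSP26 (7.54) and DDR2 (7.34). SIP18 had 1 read in the untreated library and 559 at 15 min, a ratio of 399 with a 95% counting interval of 71.2 to 15800. DHR2 had 306 reads in the untreated library and 2 at 15 min, a ratio of 215 with an interval of 58.9 to 1780. HSP12 was at 186.8 untreated, 59064 at 15 min and 32908 at 120 min. HSP104 (YLL026W) was at 1010, 56611 and 9854 at these times, and SSA4 (YER103W) at 355.1, 81563 and 3863. ACT1 (YFL039C) was not called, with a mean change of −0.11 ± 0.22 that turned to 0.16 under equal totals and 0.26 under quantile normalization.

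The 22 Hsf1 targets had a median change of 3.51 at 15 min of heat shock, 2.36 at 30 min and 1.51 to 1.68 at the later times. All 22 were highest at 15 min. The median of their mean changes was 2.12, with 17 called higher over all genes and 17 adjusted over the list alone (adjusted fry p 0.00136). Msn2/4 targets rose by 6.26 at 15 min and 3.93 at 120 min, with 27 of 28 called higher over all genes and 27 adjusted over the list alone (adjusted fry p 1.48e-06). Ribosomal protein genes were at −3.10 at 15 min and −1.84 at 120 min, with 132 of 137 called lower and 1 higher, and 133 called adjusted over the list alone (adjusted fry p 0.000714). Ribosome biogenesis genes were at −5.13 and −2.86 at those times, with all 56 called lower over all genes and 56 adjusted over the list alone (adjusted fry p 0.000125). Unfolded protein response genes rose by 0.67 and 1.29, with 10 of 11 called higher over all genes and 10 adjusted over the list alone (adjusted fry p 0.000293). These directions held under the 3 other scalings. Nitrogen catabolite genes had a median of 0.40, with 9 of 19 called higher and 2 lower, and 11 called adjusted over the list alone (adjusted fry p 0.000705). The proteasome list had a median of 0.68 at 15 min, above 99.9% of matched random lists, and of 0.26 at 30 min, both above 0 under the 3 other scalings. The median of its mean changes was 0.02 (adjusted fry p 0.970), −0.16 against the untreated library of the other course, with 1 of 32 called over all genes and 0 adjusted over the list alone. Its medians of −0.26 at 60 and 120 min turned to 0.10 and 0.23 under equal totals and to 0.08 and 0.12 under quantile normalization. The 7 listed reference genes had a median of −0.36 (adjusted fry p 0.000301), with 4 called lower over all genes and 3 adjusted over the list alone. At 90 and 120 min their medians of −0.65 and −0.55 turned to 0.07 and 0.18 under quantile normalization. At 15 min their median was 0.15, −0.10 under quantile normalization, and their mean −0.15. All list calls of this paragraph except that of the reference genes held under camera, a lenient check for lists whose members move together.

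In the rapamycin course 1296 genes were called changed (26.3%), 609 higher and 687 lower. The alternative that moved this count most was a required mean change of at least 1, which left 314. With the slope in minutes 768 were called. Under equal totals 1213 were called and the share higher went from 47.0% to 64.8%. Against the untreated library of the other course, 1199 of the 1296 genes kept their direction and 596 of them stayed called. The largest mean rises under the naming rule were those of SSA4 (5.46 ± 0.70 SE), HSP42 (YDR171W, 4.41 ± 0.41), SSA1 (YAL005C, 3.91 ± 0.36), HSP82 (YPL240C, 3.79 ± 0.30) and HSP104 (3.78 ± 0.39). SSA1 and HSP82 have near-identical partners, so their counts are uncertain. HSP104 was at 1101 untreated, 8472 at 15 min and 18902 at 60 min, and SSA4 at 332.3, 2498 and 27861. The largest mean falls were those of IZH4 (YOL101C, −2.18 ± 0.46), MF(ALPHA)2 (−2.09 ± 0.51), PHO3 (YBR092C, −2.08 ± 0.25), OLE1 (YGL055W, −1.95 ± 0.48) and DBP2 (−1.94 ± 0.64). The highest adjusted p among the other 9 was 0.0156, and that of DBP2 was 0.0487. DBP2 lost its call under 14 of 23 alternatives. These included leaving out the 90 min heat shock library or any of the 5 rapamycin libraries, where its change was between −1.99 and −1.91. Without the heat shock library the change stayed at −1.94, and only the shared residual moved.

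The 22 Hsf1 targets rose by 1.38 at 15 min of rapamycin, 2.15 at 60 min and 1.75 at 120 min. Of them 13 were highest at 60 min and 0 at 15 min. The median of their mean changes was 1.85, with 19 called higher over all genes and 22 adjusted over the list alone (adjusted fry p 0.0101). Without SIS1 the median of the other 21 was 1.74. Msn2/4 targets rose by 0.39 at 15 min and 1.03 at 120 min, with 15 of 28 called higher over all genes and 18 adjusted over the list alone (adjusted fry p 0.0110). Ribosome biogenesis genes were at −0.57 at 15 min and −1.58 at 120 min, with 35 of 56 called lower over all genes and 48 adjusted over the list alone (adjusted fry p 0.0143). With the slope in minutes the Msn2/4, ribosome biogenesis and reference gene lists were not called. Ribosomal protein genes were at −0.11 at 15 min and −0.29 at 120 min (adjusted fry p 0.681). Of 137, only RPL13A was called over all genes, as higher, and 0 were called adjusted over the list alone. Unfolded protein response genes were at −0.13 at 15 min, 0.71 at 60 min and 1.42 at 120 min, with 6 of 11 called higher over all genes and 7 adjusted over the list alone (adjusted fry p 0.0101). At 30 min their median was −0.06 and their mean 0.08. Reference genes had a median of −0.16 (adjusted fry p 0.0101) that camera did not call, with 3 of 7 called lower over all genes and 3 adjusted over the list alone. Nitrogen catabolite and proteasome genes had medians of 0.20 and 0.22 that fry did not call (adjusted p 0.0816 and 0.173) and camera did. Over all genes 5 and 2 of their members were called, and 6 and 0 adjusted over the list alone. Fry called the first under equal totals and without the 15 min rapamycin library (0.31), and the second under equal totals and quantile normalization and against the untreated library of the other course (0.39). The mean changes of all 8 lists kept their direction under the 3 other scalings. Between the untreated libraries (heat shock course over rapamycin course) the medians were −0.21 for ribosome biogenesis and −0.08 for ribosomal protein genes, each below all 10000 matched random lists, and −0.05 for Hsf1 targets. That of proteasome genes was −0.14, above only 0.01% of matched random lists.

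**Figure D2:**
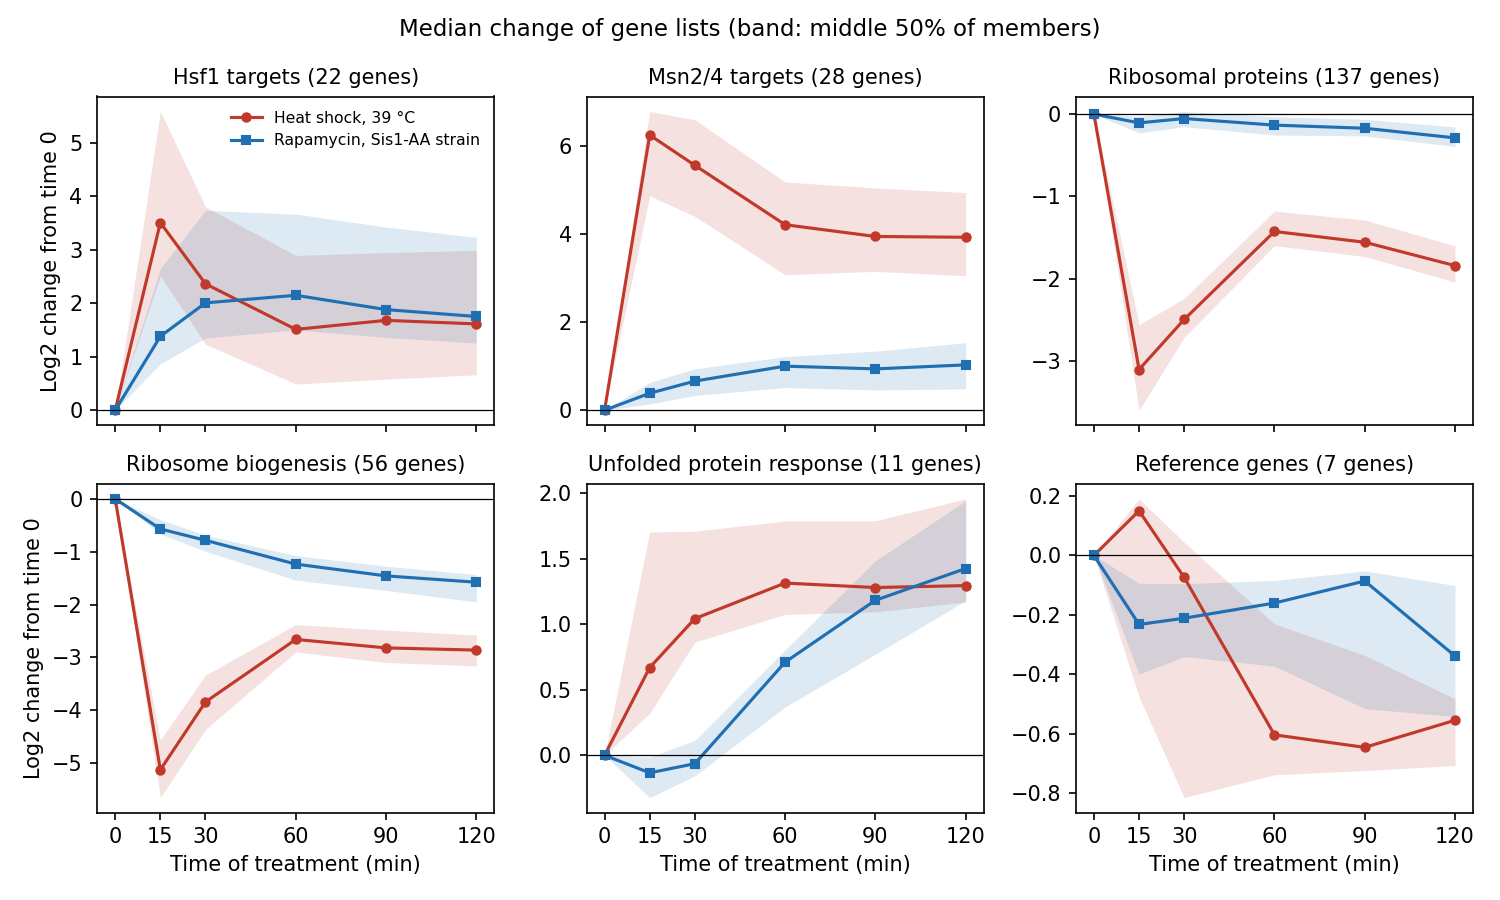
Median log2 change from time 0 (vertical axis; log2 of value + 1) of 6 gene lists against time of treatment in minutes (horizontal axis), with heat shock in red circles, rapamycin in blue squares, shading for the middle 50% of members, and 1 library per point. Hsf1 targets are highest at 15 min of heat shock (3.51) and at 60 min of rapamycin (2.15), Msn2/4 targets reach 6.26 and 1.03, and the reference gene medians at 90 and 120 min of heat shock turn above 0 under quantile normalization.

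The changes of the courses were then compared directly, as heat shock minus rapamycin. They differed in 2267 genes, 1071 above 0 and 1196 below. The spline, which gives both courses 1 time 0, moved this count most, to 3864, and a shared time 0 in the straight-line fit gave 3794. With a shared time 0 the untreated libraries cancel out of the difference, which then compares the treated libraries of the courses directly. Under equal totals 2322 genes were called and the share above 0 went from 47.2% to 58.8%. The largest differences above 0 under the naming rule were those of SIP18 (8.09 ± 0.66 SE), HSP12 (7.37 ± 0.40), HSP26 (7.34 ± 0.56), DDR2 (6.23 ± 0.29) and RTC2 (YBR147W, 5.87 ± 0.47). RTC2 had 3 reads in the untreated heat shock library and 251 at 15 min, a ratio of 59.7 with a 95% counting interval of 20.2 to 291, and 17 reads in the untreated rapamycin library. With the untreated libraries exchanged its difference was 2.48, still called. With a pseudocount of 5 the difference of SIP18 was 6.65, below those of HSP12 (7.34) and HSP26 (7.28). SIP18 had 2 to 7 reads in the rapamycin libraries, and edgeR did not call its difference. The largest differences below 0 were those of NSR1 (−4.60 ± 0.51), DBP2 (−4.53 ± 0.91), URA7 (YBL039C, −4.01 ± 0.40), PRM7 (YDL039C, −3.97 ± 0.32) and BSC1 (YDL037C, −3.94 ± 0.61). The highest adjusted p among the 10 was 0.00284 in limma.

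Of the other named genes, CTT1 and TPS2 rose more in heat shock, by 4.19 ± 0.39 and 2.83 ± 0.35 (SE). Their rises of 0.82 and 0.89 with rapamycin were called (adjusted p 0.0492 and 0.0264). Against the untreated library of the other course that of CTT1 was 0.27 and not called, and that of TPS2 was 0.83 and called. CTT1 also lost its call under 14 of 23 alternatives, among them leaving out the 30 or 90 min heat shock library or the 30, 60, 90 or 120 min rapamycin library (0.75 to 0.85). Without either heat shock library its change stayed at 0.82, and only the shared residual moved. TPS2 lost its call under 3, which were the slope in minutes and leaving out the 15 min (0.90) or 120 min (0.89) rapamycin library. HSP12 changed by 0.53 ± 0.29 with rapamycin (adjusted p 0.190) and was called with a shared time 0. That mean joins opposite signs, with −0.77 at 15 min, 0.17 at 30 min, 1.22 at 60 min and 1.06 at 120 min. Its rising trend of 0.63 per doubling of time was called (adjusted p 0.00468 in limma). The mean changes of HSP104, SSA4, HSP82 and BTN2 were not called different between the courses (adjusted p 0.0712 to 0.722), but their time trends were, by −1.13, −2.53, −0.97 and −1.25 per doubling of time (highest adjusted p 0.00736). The difference in mean change of HSP82 was called under 6 of 23 alternatives, among them leaving out the 60 min heat shock (1.10) or 30 min rapamycin library (1.16), and that of BTN2 without the 15 min heat shock library (−1.22) and with a shared time 0. The trend difference of BTN2 was lost with the slope in minutes and without the 15 min library of heat shock (−0.51) or rapamycin (−0.86). The mean change of HSP42 differed by 1.72 ± 0.57 (adjusted p 0.0309), but by 0.61 and not called (adjusted p 0.390) with the untreated libraries exchanged. That call was also lost with the slope in minutes, in edgeR and without the 90 min rapamycin library (1.70). Its trend differed by −1.51 (adjusted p 0.00046). RPN4 rose by 1.29 and 1.14 with no difference in mean change called (adjusted p 0.605), except with a shared time 0 (0.24). Its trend differed by −0.23 (adjusted p 0.0422), a call lost under 8 of 23 alternatives, namely equal totals (−0.09), the slope in minutes and leaving out the 15 or 90 min heat shock library or the 15, 60, 90 or 120 min rapamycin library (−0.26 to −0.10). PDR5, CIT2 and GAP1 were not called with rapamycin. PDR5 was called in heat shock (0.47 ± 0.18, adjusted p 0.0342), a call lost under 6 of 23 alternatives, among them leaving out the 90 min heat shock library (0.43) or the 60, 90 or 120 min rapamycin library (0.47). The rapamycin libraries act on that call only through the shared residual. The size of the PDR5 change in heat shock varied, from 0.545 to 1.153 under the 3 other scalings. With the untreated libraries exchanged it was 0.79 and called, as was the difference between the courses (0.92, against 0.28 and not called). CIT2 changed by −0.54 in heat shock, which was called only without the 15 min (−0.80) or 120 min (−0.74) heat shock library. GAP1 changed by −0.05 in heat shock, above 0 under all 3 other scalings.

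The difference in mean change between the courses was not called for the Hsf1 list, whose members went both ways, 11 above 0 and 11 below (median 0.01, adjusted fry p 0.901). The median ranged from −0.21 to 0.11 over libraries left out in turn and from 0.05 to 0.28 under the 3 other scalings. Of its genes 5 were called over all genes, 3 above 0 and 2 below, and 3 adjusted over the list alone. The difference of Msn2/4 targets was 3.98, with 27 of 28 called over all genes and 27 adjusted over the list alone (adjusted fry p 3.4e-05). That of ribosomal protein genes was −1.95 (130 of 137 called both ways, adjusted fry p 0.0124) and that of ribosome biogenesis genes −2.29 (56 of 56 called both ways, adjusted fry p 0.00833). All 3 held under camera. Nitrogen catabolite genes differed by 0.20 (5 of 19 called both ways, adjusted fry p 0.0448). That call was lost under camera and without the 15, 60 or 90 min heat shock library or any rapamycin library, where the median was between 0.14 and 0.29. With the untreated libraries exchanged it was 0.89 and called. Differences of the proteasome (−0.25), unfolded protein response (0.62) and reference gene lists (−0.12) were not called (adjusted fry p 0.345, 0.0515 and 0.0637). Over all genes 1, 3 and 1 of their members were called, and 0, 1 and 1 adjusted over the list alone. With this exchange fry called the proteasome (−0.55) and unfolded protein response differences (0.57). The latter was also called under all 3 other scalings and without the 15 min rapamycin library (0.65). The reference gene difference turned to 0.06 under equal totals, 0.08 under quantile normalization and 0.08 with the untreated libraries exchanged, and was called without the 15 min (−0.17) or 120 min (−0.16) heat shock library or the 15 min rapamycin library (−0.13).

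Both courses called 1064 genes, 82.1% of those called in the rapamycin course. Heat shock called 69.8% of all 4937 genes, so a large overlap would arise for any list of genes. Calls of both courses also rest on the same residual for each gene. Requiring a change of at least 1 moved the number of shared genes most, to 263. Of the 1064, 1014 (95.3%) moved the same way, 467 higher and 547 lower. Of all 1064, 46.1% were higher with rapamycin, and 65.1% of 1019 under equal totals. Spearman's correlation of the mean changes across 4937 genes, which are not independent replicates, was 0.62. The courses were measured against different untreated libraries and shared no control. A further 50 of the 1064 genes moved in opposite directions. For 44 of these the difference was called and all 5 libraries of each course lay on the same side of time 0, with 19 raised and 25 lowered by rapamycin. The 44 became 77 without the 15 min heat shock library, 28 without the 90 min library of either course and 29 without the 120 min rapamycin library.

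**Figure D3:**
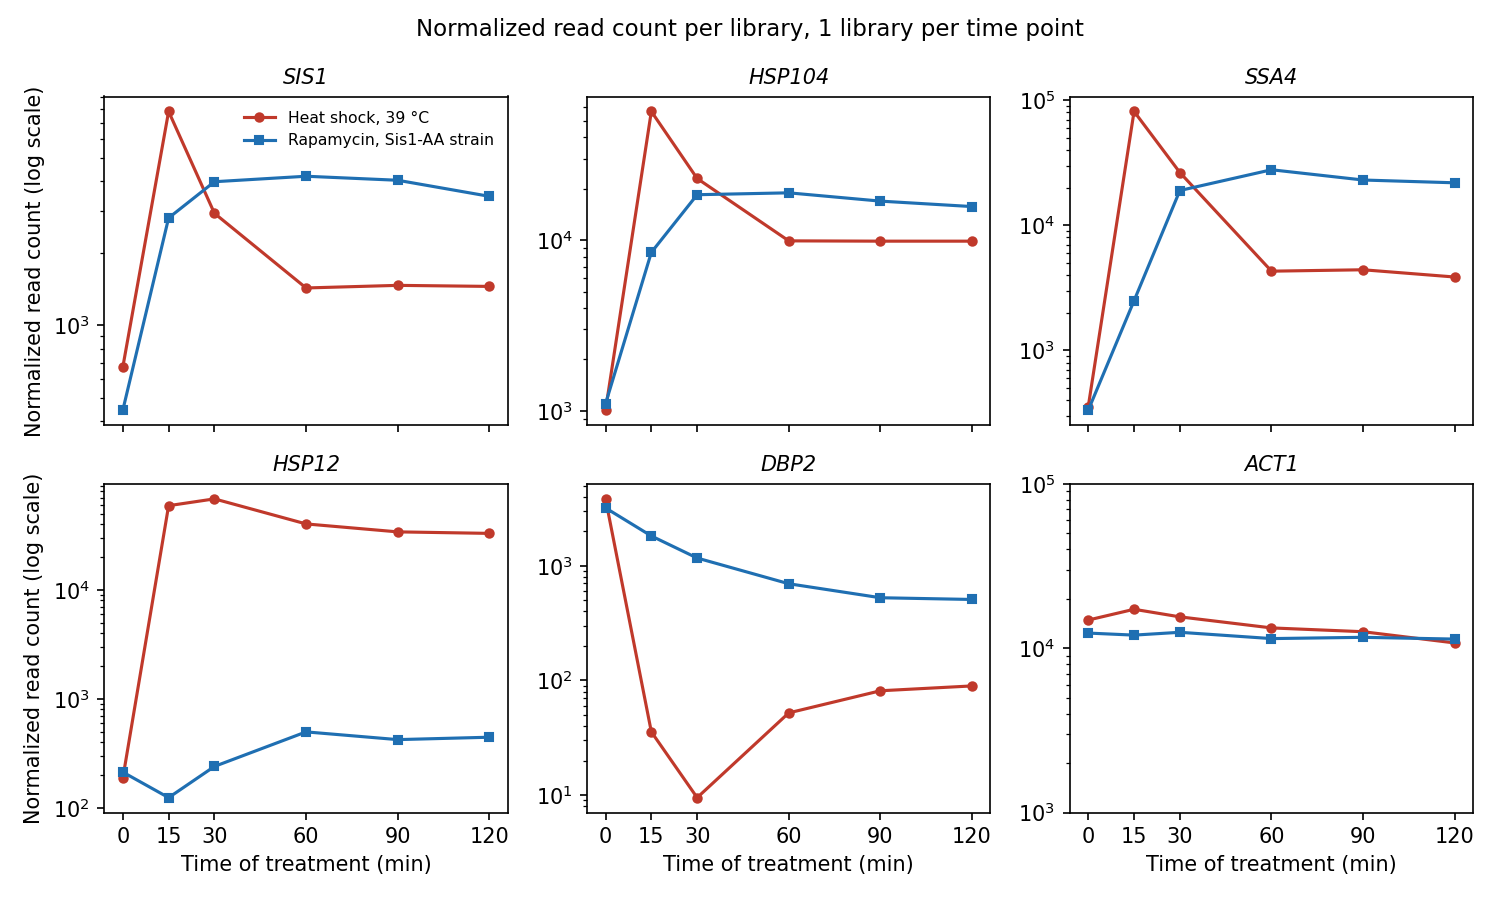
Normalized read count (vertical axis, log scale) of SIS1, HSP104, SSA4, HSP12, DBP2 and ACT1 in each of the 12 libraries against time of treatment in minutes (horizontal axis), with heat shock in red circles and rapamycin in blue squares. HSP12 reaches 68186 in heat shock and 497.8 with rapamycin, SSA4 reaches 81563 and 27861, and the mean change of ACT1 in either course, not called, turns above 0 under equal totals.

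Time trends between 15 and 120 min were called for 2651 genes in heat shock, 1397 rising and 1254 falling, and for 899 genes with rapamycin, 411 rising and 488 falling. The trends differed between the courses in 2323 genes, 1286 above 0 and 1037 below. Requiring a slope of at least 1 per doubling of time moved these counts most, to 51, 2 and 189. Without the 15 min heat shock library 1440 heat shock trends were called. Without the 15, 30, 90 or 120 min rapamycin library 264, 448, 390 or 224 rapamycin trends were called, and without the first of these 1440 trends differed. Under equal totals the share rising went from 52.7% to 85.5% in heat shock and from 45.7% to 64.1% with rapamycin, and the share above 0 for the difference from 55.4% to 78.2%. Quantile normalization gave 45.6% rising in heat shock, 57.4% rising with rapamycin and 47.0% above 0 for the difference, so the majority depends on the scaling.

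The Hsf1 list had a median trend of −0.75 per doubling of time in heat shock, with 22 of 22 called lower over all genes and 22 adjusted over the list alone (adjusted fry p 0.00334). With rapamycin its trend was 0.19 (adjusted fry p 0.336), with 3 genes called over all genes and 3 adjusted over the list alone. It was −0.07 without the 15 min rapamycin library, and camera called it. The difference was −0.92 (adjusted fry p 0.00479), and it was not called with the slope in minutes (−0.022 per min). Without the 15 min heat shock library neither the heat shock trend (−0.43) nor the difference (−0.57) was called. In heat shock the trends of ribosomal protein (0.51, adjusted fry p 0.00585), ribosome biogenesis (0.75, 0.00163) and proteasome genes (−0.32, 0.00163) also lost their call without that library (0.36, 0.47 and −0.28). Over all genes 123, 56 and 31 members were called, and 127, 56 and 32 adjusted over the list alone. The trend of Msn2/4 targets (−0.69, 0.000503; 25 of 28 called both ways) held without any single treated library. That of unfolded protein response genes (0.23, 0.0330) was lost without any 1 of the 5 heat shock libraries (0.15 to 0.23) and under camera, with 6 genes called both ways. That of reference genes (−0.21, 0.00153) was lost under camera and equal totals, and that of nitrogen catabolite genes (0.07) was not called (0.269) but was under equal totals. Over all genes 4 and 6 members of these were called, and 4 and 5 adjusted over the list alone.

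With rapamycin, Msn2/4 targets and ribosome biogenesis genes had trends of 0.25 and −0.36 (adjusted fry p 0.0376 and 0.0450). Over all genes 11 and 25 members were called, and 15 and 38 adjusted over the list alone. Both calls were lost without the 90 min heat shock library or any rapamycin library, the first also without the 15 min and the second without the 30 min heat shock library (0.25 to 0.28, and −0.40 to −0.36). Without a heat shock library both trends stayed at 0.25 and −0.36, and only the shared residual moved. The ribosome biogenesis call was also lost under equal totals. Unfolded protein response genes had a trend of 0.62, with 10 of 11 called over all genes and 11 adjusted over the list alone (adjusted fry p 0.000428), held under camera. Ribosomal protein (−0.05), proteasome (0.15), nitrogen catabolite (−0.06) and reference genes (−0.02) had no called trend with rapamycin (adjusted fry p 0.714, 0.0657, 0.336 and 0.428). The last turned to 0.02 under equal totals, and the proteasome trend was called under equal totals, quantile normalization and camera. Over all genes 0, 11, 7 and 0 of their members were called, and 0, 14, 10 and 0 adjusted over the list alone. The difference in trend, heat shock minus rapamycin, was called for Msn2/4 targets (−0.97, adjusted fry p 0.000515), ribosome biogenesis (1.16, 0.00187), proteasome (−0.47, 0.00187) and unfolded protein response genes (−0.37, 0.00479) and held without any single treated library and under camera. It was also called for ribosomal protein genes (0.57, 0.0164), but not without the 15 min library of either course (0.41 and 0.64) or the 120 min rapamycin library (0.54). For reference genes (−0.16, 0.00479) it was lost without the 15 min heat shock library (−0.09), under equal totals, quantile normalization and camera. That of nitrogen catabolite genes (0.17, 0.117) was called only under equal totals and without the 15 min rapamycin library (0.28). The members called over all genes, and adjusted over the list alone, were 22 and 22 for Hsf1 targets, 26 and 26 for Msn2/4 targets, 112 and 118 for ribosomal protein and 56 and 56 for ribosome biogenesis genes. They were 32 and 32 for proteasome, 6 and 5 for nitrogen catabolite, 8 and 9 for unfolded protein response and 2 and 2 for reference genes.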

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

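The list differences in mean change and their alternatives, the nitrogen catabolite test and the regrouping of libraries for differences in mean change were fixed before their results were seen. The exchange of the time 0 libraries in the fit, the contrasts between time trends, the regroupings matched in time and all other tests of explanations in this part were chosen after the data or the results were seen.

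Results here stood out because the courses differed in a test of the difference itself. The change differed in 2267 genes and the time trend in 2323. In 100 splits of the 10 treated libraries into 5 and 5, the real one included, 1 gave as many differences in mean change, the real one. For the trend 3 gave as many, of which 2 gave more (2682 and 3307). All other splits mix the courses within an arm, and each of the 99 gave 0 differences in mean change. Exchanging libraries only within a time point gives 16 splits and no share under 0.0625. Of these 16, 1 gave as many differences in mean change and 3 as many in trend. Chance cannot be excluded by splits in this design. The difference between the untreated libraries was tested by exchanging them. With the time 0 libraries exchanged, 1608 of the 2267 differences (70.9%) stayed called in the same direction, and the untreated libraries differed by a median of 0.08 in Msn2/4 targets against 3.98 for the difference between the courses. This argues against the untreated libraries as the whole cause, though they may account for some of the differences that were lost, among them those of SIS1 (−1.24 to −0.05) and HSP42 (1.72 to 0.61). Each course was run once here, so a difference in how the cultures responded after treatment was not tested and stays open beside the treatments.

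The median difference in mean change (heat shock minus rapamycin) was 3.98 for Msn2/4 targets, −1.95 for ribosomal protein genes, −2.29 for ribosome biogenesis genes and 0.20 for nitrogen catabolite genes. The median difference in trend was −0.92 for Hsf1 targets, −0.97 for Msn2/4 targets, 0.57 for ribosomal protein genes, 1.16 for ribosome biogenesis genes, −0.47 for proteasome genes, −0.37 for unfolded protein response genes and −0.16 for reference genes. The authors' scaling was weighed by repeating the tests under 3 other scalings. Of these 11 results, 10 kept their direction and stayed past the threshold under all 3. This argues against scaling as the whole cause of those 10. The reference gene trend was lost under equal totals (−0.026) and quantile normalization (−0.055), so scaling may account for it. Single libraries mattered as well. The nitrogen catabolite difference was no longer called without the 15, 60 or 90 min heat shock library or any rapamycin library (0.14 to 0.29). The untreated libraries mattered for its size, as it was 0.89 with them exchanged, while the other 3 differences in mean change became 4.51, −2.01 and −2.69, and fry called all 4. The ribosomal protein trend difference was no longer called without the 15 min heat shock library (0.41), the 15 min rapamycin library (0.64) or the 120 min rapamycin library (0.54), and the reference gene trend difference without the 15 min heat shock library (−0.09).

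The Hsf1 list had no called difference in mean change between the courses but a called difference in time trend. Of 100 splits, 3 gave a median trend difference as large, the real one included, and the 2 others were larger (1.04 and 0.96 in size, against 0.92). Of the 16 splits matched in time 1 did, the real one, and another reached 0.88, so chance cannot be excluded by splits here either. Reads shared between near-identical chaperone genes do not account for it, since without SSA1, SSA2, SSA4, HSP82 and HSC82 the median of the other 17 genes was −0.916 (unadjusted fry p 0.00507). The 15 min heat shock library stays open as the source of much of the difference. Without it the value was −0.57 and was not called, and with 1 treated library left out in turn it lay between −1.09 and −0.57. The call was also lost with the slope in minutes (−0.022 per min). A transient peak of the response and a library that is unusual for another reason cannot be told apart with 1 library at 15 min. A fast peak followed by partial return in heat shock, against a slower and lasting rise with rapamycin, is a biological explanation that these data leave open.

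The 44 genes that moved in opposite directions were 19 raised by rapamycin and 25 lowered. They include ALD5, DLD3 and PRY2, raised by rapamycin, and POR1, CHO2 and YOP1, lowered by it, 6 genes chosen after their values were seen. Among 100 splits 1 gave as many, the real one, but the count needs a called difference, of which the other splits had 0, so the splits say nothing about these genes. Under the 3 other scalings, 43 of the 44 kept both directions, all but RPO21, which argues against scaling as the whole cause of the directions. Fewer kept every criterion, with 34 under median-of-ratios, 23 under equal totals and 24 under quantile normalization, so whether a gene is counted here depends on the scaling. An unusual time 0 library cannot be excluded for part of them. Against the other course's time 0, 31 kept both directions, 24 of them with a called difference, and 10 reversed both. For the 13 that did not keep both directions, a chance difference between the untreated libraries may be the cause. The number of such genes also depended on single libraries. It was 77 without the 15 min heat shock library, 28 without the 90 min library of either course, and 29 without the 120 min rapamycin library.

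The rapamycin course as a whole has open explanations besides depletion of Sis1. One is that rapamycin acts on TOR, and no rapamycin library of an untagged strain was used here. The nitrogen catabolite list, which TOR inhibition raises, had a median mean change of 0.202 that fry did not call, with 5 of 19 genes called higher. Camera called it (adjusted p 0.0115), and so did fry under equal totals (0.295), with a shared time 0 (0.25) and without the 15 min rapamycin library (0.31). GAP1, a member, was at −1.71 at 120 min, and its mean change was not called. Ribosomal protein genes, which TOR inhibition lowers, were not called, while ribosome biogenesis genes fell by 1.10. FPR1 had at most 4 reads, but the TOR1 sequence is not analysed here. Direct action of rapamycin and depletion of Sis1 cannot be told apart, because every treated library of this course had both. Another is its untreated library. Against the other untreated library 46.0% of the 1296 called genes stayed called in the same direction (596 genes), and 92.5% kept their direction. Hence an unusual untreated library may explain part of the calls, though not those that stayed called against the other one. Time in culture is open as well for changes that build up, since no time-matched untreated library was used here. Genes changed 2-fold grew from 111 at 15 min to 717 at 120 min, which a slow effect of the treatment and a slow change of the culture would both give. Ribosome biogenesis (−0.57 at 15 min, −1.58 at 120 min), Msn2/4 (0.39, 1.03) and unfolded protein response genes (−0.13, 1.42) moved this way. The Hsf1 targets were already at 1.38 at 15 min, with 16 of 22 raised 2-fold. They were at 2.15 at 60 min and 1.75 at 120 min, and the untreated libraries differed by −0.05 in them. This argues against a slow change of the culture as the whole cause for that list.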

How the results depend on the processing

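Contrasts between the courses' trends and counts of genes shared by the courses were added after the data were seen, with alternatives that had been fixed for the other results. All other alternatives were fixed beforehand.

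Of 197 recomputed counts of called genes, 173 lay within 1.5 times the value reported, as did 95 of 97 recomputed counts of 2-fold changes. For gene lists 879 of 960 recomputed tests kept their side of the threshold, and for named genes 1737 of 1817. A change of sign was counted only where the reported or the recomputed test was called. Uncalled results that changed sign, such as GAP1 in heat shock, are thus among those kept. Of 776 recomputed list medians at single times, 727 were counted as unchanged, 47 as moved and 2 as reversed in direction. Under quantile normalization, for example, the 120 min heat shock medians were −1.14 for ribosomal protein genes and 2.21 for Hsf1 targets, against −1.84 and 1.61. Leaving aside the rule of a change of at least 1, counts of called genes ranged from 3298 to 3994 for the heat shock course and from 768 to 1649 for the rapamycin course.

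Requiring a change of at least 1 left 1816 genes in the heat shock course, 314 in the rapamycin course, 1355 for their difference, 263 in both courses and 3 in opposite directions. It left 51, 2 and 189 trends for heat shock, rapamycin and their difference, by construction a stricter rule. The slope in minutes gave 768 genes and 442 trends in the rapamycin course, 626 genes in both courses and 27 in opposite directions. A shared time 0 gave 3794 genes for the difference, and the spline, which gives no trend results, 3864. With a shared time 0 the untreated libraries cancel out of the difference, which compares the treated libraries of the courses directly. It is then no longer a difference between changes from each course's own time 0. Causes beyond that were not tested. Genes 2-fold apart between the untreated libraries numbered 26 with a pseudocount of 5 and 19 under quantile normalization.

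Leaving out 1 treated library at a time gave these ranges. Trends numbered 1440 to 2674 in heat shock, with 1440 without its 15 min library. They numbered 224 to 1320 with rapamycin, with 224, 264, 390 and 448 without its 120, 15, 90 and 30 min libraries. Their difference gave 1440 to 2354, with 1440 without the 15 min rapamycin library. Genes in opposite directions numbered 28 to 77. Heat shock trends ranged from −0.85 to −0.43 for Hsf1 targets, 0.36 to 0.67 for ribosomal protein, 0.47 to 0.91 for ribosome biogenesis, −0.37 to −0.28 for proteasome and 0.15 to 0.23 for unfolded protein response genes. The first 4 lost their call without the 15 min library only, and the last without any of the 5 heat shock libraries. Rapamycin trends ranged from 0.248 to 0.275 for Msn2/4 targets and −0.40 to −0.36 for ribosome biogenesis genes, each lost without 7 of the 10 libraries. Among the 7 are heat shock libraries, whose removal left the trend unchanged and moved only the shared residual. Trend differences ranged from −1.09 to −0.57 for Hsf1 targets, 0.41 to 0.75 for ribosomal protein genes, −0.189 to −0.075 for reference genes and 0.089 to 0.28 for nitrogen catabolite genes. The last passed the threshold without the 15 min rapamycin library. Nitrogen catabolite genes changed by 0.13 to 0.33 with rapamycin, passing the threshold without the same library, and differed between the courses by 0.14 to 0.29. The difference ranged from 0.55 to 0.67 for unfolded protein response genes and from −0.171 to −0.098 for reference genes.

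Other scalings changed these list results. The unfolded protein response difference passed the threshold at 0.66 under median-of-ratios, 0.80 under equal totals and 0.86 under quantile normalization. Proteasome genes passed it with rapamycin at 0.32 under equal totals and 0.38 under quantile normalization. Under equal totals nitrogen catabolite genes passed it with rapamycin (0.295) and in the trend difference (0.31), while the ribosome biogenesis trend with rapamycin fell short (−0.33). The nitrogen catabolite trend in heat shock (0.24) passed it there and the reference gene trend in heat shock (−0.043) did not. The proteasome trend with rapamycin passed it under equal totals (0.18) and quantile normalization (0.19). Reference genes lost their trend difference under equal totals (−0.026) and quantile normalization (−0.055). Under quantile normalization the reference gene medians at 90 and 120 min of heat shock turned to 0.07 and 0.18. Each scaling sets another zero for all genes, and the cause beyond that was not tested. The median change of all genes lay between −0.09 and 0.39 under equal totals and between −0.05 and 0.09 under quantile normalization, against −0.09 to −0.03 in the deposited scaling.

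A shared time 0 took 5 results past the threshold, namely proteasome (0.29) and nitrogen catabolite genes (0.25) with rapamycin, and the differences of proteasome (−0.39), unfolded protein response (0.59) and reference genes (−0.007). These differences compare the treated libraries of the courses directly, without either untreated library. With the slope in minutes, Msn2/4 (0.71), ribosome biogenesis (−1.10) and reference genes (−0.16) with rapamycin lost their calls. So did the rapamycin trends of Msn2/4 (0.007 per min) and ribosome biogenesis genes (−0.01 per min) and the trend differences of Hsf1 targets (−0.022), ribosomal protein (0.014) and reference genes (−0.004). The unfolded protein response difference (0.62) passed. Causes beyond the shared time 0 were not tested.

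Camera leaves the medians as they are and tests against all other genes, with a preset correlation between genes that can be too low for lists whose members move together. It did not call reference genes in heat shock (−0.36), with rapamycin (−0.16), in their trend difference (−0.16) or in their heat shock trend (−0.21), the nitrogen catabolite difference (0.20) or the unfolded protein response trend in heat shock (0.23). It called proteasome (0.22) and nitrogen catabolite genes (0.20) with rapamycin, the unfolded protein response difference (0.62) and the trends with rapamycin of Hsf1 (0.19) and proteasome genes (0.15). The cause was not tested. Each course has 1 untreated library, so none was left out, and their exchange is given with the results above. At 2991418 to 4379304 reads per library, genes near the limit of 3 reads, such as SIP18 in untreated cells, have no reliable fold change.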

Other observations

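The unfolded protein response list, its trend with rapamycin and its alternatives were fixed beforehand. The block, the iron regulon list, the list without KAR2 and all tests of explanations in this part were chosen after the results were seen.

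The table of genes opens with a block of 42 genes in alphabetical order, followed by all other genes in alphabetical order again. The meaning of the block is not stated. All 22 planned Hsf1 targets are in it, with 2 Msn2/4 targets and 1 unfolded protein response gene. Among the 42 largest mean rises of the rapamycin course, 19 are block genes, against 0.36 expected for a random list. In the heat shock course 6 are. The block rose by a median of 2.07 in heat shock and 1.40 with rapamycin, and its difference between the courses was not called by fry (0.49, adjusted p over the added lists 0.251) but was by camera (adjusted p 0.0488). If the block was picked on these libraries, its rise is no independent evidence. No biological explanation was tested.

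Genes of the iron regulon were higher with rapamycin. The 28 genes had a median mean change of 0.61, with 27 higher and 17 called (adjusted fry p 0.000175 over the added lists). The untreated libraries already differed by 0.19 in this list, higher in the heat shock course, a median above 99.63% of matched random lists. Measured against that untreated library the change with rapamycin was 0.537 (unadjusted fry p 0.00015, 28 of 28 higher), which argues against an unusual time 0 as the whole cause. With the trend on GC content and length removed the median was 0.53, so neither accounts for it. Under 3 other scalings it was 0.63 to 0.70. With rapamycin the median was 0.77 at 15 min, 0.83 at 30 min and 0.47 to 0.63 later, with a falling trend of −0.116 (adjusted fry p 0.0112 over the added lists). The trend was −0.136 to −0.089 with any treated library left out and −0.111 to −0.056 under the 3 other scalings, with unadjusted fry p of at most 0.0228. This argues against a change that builds up with time in culture as the cause. In heat shock the median was 0.67 but the list was mixed, with 17 of 28 called higher and 5 lower. The difference between the courses was not called as a list (−0.275, adjusted fry p 0.109), while 10 of its genes were, 3 above 0 and 7 below. A stress response shared by part of the list and an effect of rapamycin itself stay open and may each contribute.

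Unfolded protein response genes rose late in the rapamycin course, from −0.13 at 15 min to 1.42 at 120 min, with a trend of 0.62 per doubling of time. KAR2 alone did not carry it, as the other 10 genes had a trend of 0.56. The trend was 0.586 with GC content and length removed, and 0.628 at its smallest under the 3 other scalings. The Hsf1 targets had a trend of 0.192 in the same libraries, so a rise together with them does not account for it. A candidate explanation is a secondary stress of the endoplasmic reticulum after loss of Sis1 from the nucleus. A late effect of rapamycin or of time in culture is equally open, and neither was tested.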
